A study of Mus musculus with 6 samples. Its data were reported in "Regulation of NSL by TAF4A is critical for genome stability and quiescence of muscle stem cells" (2025).

How the data were processed

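Total RNA of freshly isolated muscle stem cells (MuSCs, the resident stem cells of skeletal muscle) was profiled by RNA-seq in 6 libraries, 3 labelled control and 3 labelled Taf4asKO (a conditional deletion in the Taf4 gene, formerly Taf4a, driven by a tamoxifen-inducible Cre recombinase under Pax7). Cells were obtained by fluorescence-activated sorting, and stranded total RNA libraries were made with a low-input kit. According to the study's methods, the authors trimmed single-end reads with Trimmomatic, aligned them to the mouse genome mm10 with STAR, removed reads that mapped to several places and counted reads over exons with featureCounts, leaving out reads that overlapped more than 1 gene. Whether counting used the strand is not stated, so values of genes that overlap a gene on the opposite strand are uncertain. Overlaps named below were judged from whole gene spans, introns included, so they need not involve counted exons. The authors then normalized the counts with DESeq2.

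The deposited values are a score and not raw reads: the authors divided the reads of each gene by a size factor per library and rounded the quotient to a whole number. These values are called normalized counts below. The rounding was inferred from the values. Some columns lacked whole numbers at regular intervals, with 9 of the whole numbers up to 60 unused in control replicate 1, and the median ratio of each library to the geometric mean over libraries lay between 1.007 and 1.014. Each size factor was estimated from the spacing of the whole numbers by maximum likelihood, which on 7 simulated libraries of 22081 genes gave errors of at most 0.015%. The estimated factors were 0.858, 0.888 and 1.05 in control replicates 1 to 3 and 1.05, 0.942 and 1.34 in Taf4asKO replicates 1 to 3.

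The table held 22081 genes, of which 15060 were protein-coding, and 0 value columns without a sample. Its smallest per-gene maximum was 4. Of the gene identifiers, 99.8% were found in GENCODE M21 (mm10), and 75.7% of those had the same start, end and strand there. Gene positions are given as in the table, and exon positions, exon length and GC content were taken from GENCODE M21. The study's methods name an Ensembl release, and whether the table or the study's exon numbers follow it was not tested.

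Genes with a mean normalized count of at least 5 over the 6 libraries were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with an intensity trend, two-sided) on log2(value + 1), with no covariate. Fold changes are therefore on the log2(value + 1) scale, which understates changes of low genes. A gene passed the threshold with a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.3 in either direction. The groups and the limits on p, fold and mean follow the study's methods, which describe no covariate for this comparison. A count model (the quasi-likelihood test of edgeR) had been specified for raw counts, and was not used because the values are normalized and reads could only be estimated; the limma test was the specified substitute. Gene sets were tested with camera (two-sided, inter-gene correlation 0.01) with adjustment over the 4 sets. For lists of genes fixed in advance, p was also adjusted over the list alone. In 18580 simulated genes with a dispersion of 0.02, the test recovered 195 of 200 changed genes with 4 false calls among 199 calls. The changed genes had a mean of at least 50 and changed by 2 or 4 times in either direction. Libraries were drawn independently, with the same dispersion for all genes. Recovery of changes near 1.3 times, of genes with lower means or of more variable genes was not simulated.

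Genes named in the text were chosen by a rule fixed in advance: Taf4, the 8 genes of the NSL complex, 23 genes listed in advance from the study and related gene families, and the 5 largest falls and 5 largest rises among genes past the threshold. The last group needed a mean of at least 50, a symbol other than a Gm number or a Rik name, and no overlap between the groups in counts scaled to the library total. Other genes named were chosen after their values were seen, and the text says so.

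The replicate numbers 1 to 3 come from the sample titles in both groups, which do not say whether equal numbers share a litter, day or batch. The study states that its controls were littermates, without linking them to these numbers. A fit with the replicate number as a block was therefore made beside the fit without it. Other alternatives chosen before the data were examined were upper-quartile and total-count scaling, scaling without ribosomal protein, mitochondrial and the 100 most abundant genes, limma-voom on recovered reads, other filters, fold and p limits, a pseudocount of 0.1, thinning of recovered reads to the smallest library, leaving out each library (6 fits), and for the sets fry and camera with an estimated correlation. Trimmed-mean scaling (30% of M and 5% of A values), robust variance shrinkage, limma treat, adjustment of each library for GC content and exon length (splines with 5 degrees of freedom) and a covariate of fibro-adipogenic marker genes were added after the data were seen. Matched random lists replaced each gene by 1 of its 50 nearest genes in mean expression, exon length and GC content, with 10000 lists per set. Figures were drawn with matplotlib 3.10.9.

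Total normalized counts lay between 12338676 and 14551732 per library and estimated reads between 10.6 M and 17.6 M (M, 1e6 reads). Ribosomal RNA and mitochondrial genes took 29.1% to 38% of the normalized counts. With 3 libraries per group, an exact permutation test of a single gene cannot give a p below 0.1, so single genes were judged by the limma model alone.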

Results

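RNA-seq was performed on freshly isolated MuSCs from control and Taf4asKO mice, with 3 libraries per group. Total normalized counts were 12338676, 14551732 and 12937494 in control replicates 1 to 3 and 13036518, 13523386 and 13209999 in the libraries labelled Taf4asKO. The reads estimated behind these totals were 10.6 M, 12.9 M and 13.6 M for control and 13.7 M, 12.7 M and 17.6 M for Taf4asKO (M, 1e6 reads), of which 7.5 M to 11.8 M per library lay outside ribosomal RNA and mitochondrial genes. No pair of libraries within a group agreed within sampling noise (chi-square per degree of freedom from 4.52 to 41.7), so none was treated as a library deposited again, and the 6 were used as the separate samples their labels name. Pearson correlations of log2 values across genes were 0.9611 to 0.9843 within groups and 0.9454 to 0.9662 between groups. The first principal component held 45.4% of the variance and separated the groups. Control libraries lay from -60.1 to -28.1 and libraries labelled Taf4asKO from 34.7 to 45.1. The second held 22.9% and set control replicate 2 (-60.6) apart from the other libraries (-5.58 to 37). Ribosomal RNA and mitochondrial genes also took their largest share in that library (38%).

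The targeted gene was examined first. Taf4 (ENSMUSG00000039117, mm10 chromosome 2, 179912152 to 179976646, minus strand) had 613, 534 and 478 normalized counts in control and 631, 565 and 574 in the libraries labelled Taf4asKO. The means were 541.7 ± 67.8 and 590 ± 35.8 (SD, n = 3), and the log2 fold change of 0.13 (SE 0.12, limma adjusted p 0.524) was within the spread between replicates. Its 95% confidence interval ran from -0.14 to 0.40. The gene-level value sums reads over all exons, and exons 11 (179923979 to 179924109) and 12 (179922954 to 179923079), the deleted pair if numbered as in GENCODE M21, make up 257 of 4416 transcript bases. The gene total therefore did not separate the labels, and every direction below is relative to the groups as labelled. Taf4 overlaps 4921531C22Rik on the opposite strand.

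The comparison of both groups asked which transcripts change in MuSCs when Taf4a is inactivated. Of 18562 genes tested, 2347 passed the threshold, with 1246 lower and 1101 higher in the libraries labelled Taf4asKO (limma, adjusted p under 0.05 and a fold change of at least 1.3). Deviations of same-numbered libraries from their group means correlated across genes at 0.235, 0.126 and 0.15 for numbers 1 to 3 (mean 0.17). The other pairs had a mean of -0.0848, but deviations cancel within each group, which ties this mean to the first. The contrast is therefore no separate evidence. With 3 libraries per group few matchings exist, so these correlations cannot show that equal numbers mark pairs. With the replicate number as a block, 3355 genes passed, 1667 lower and 1688 higher, and 2346 of the 2347 genes were among them. The alternative that moved the count most was a test against the 1.3-fold limit itself (limma treat, added after the data were seen), under which 435 genes passed. The median log2 fold change of all tested genes was 0.004 and reached -0.02 under upper-quartile scaling. Both groups were free of overlap for 33.9% of tested genes, where chance gives 10%.

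**Figure D1:**
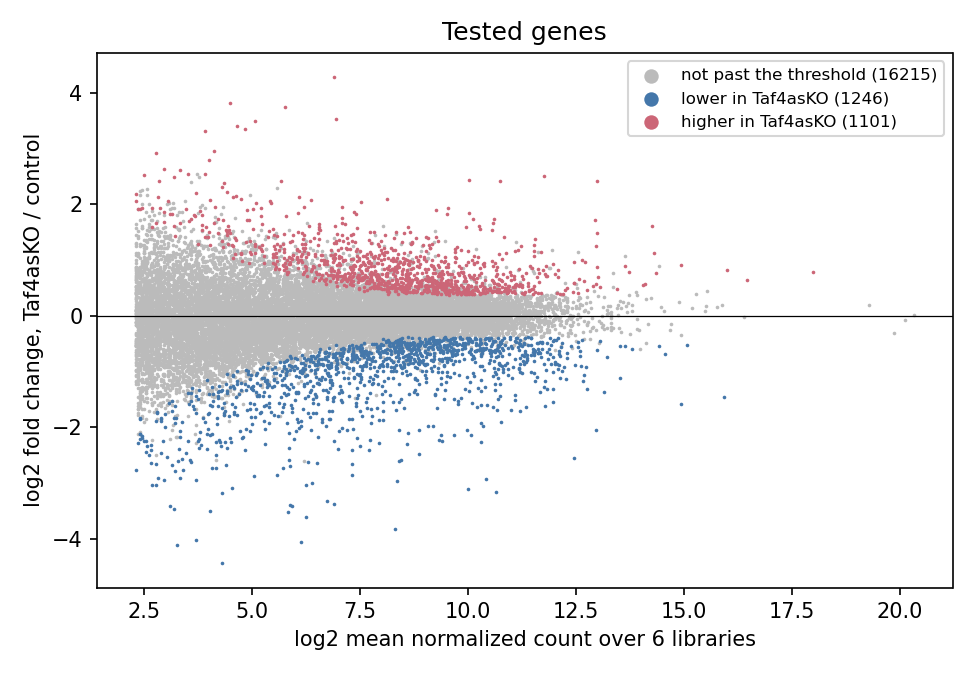
Each point is a tested gene, with the log2 mean normalized count on the x axis and the log2 fold change (libraries labelled Taf4asKO over control) on the y axis; blue and red points are the 1246 lower and 1101 higher genes past the threshold. Genes past the threshold lie on both sides of 0 across the range of expression.

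The study followed the NSL complex, a histone acetyltransferase complex of 8 listed members. Kansl2 (ENSMUSG00000022992, chromosome 15, 98518821 to 98534244) fell from 388.7 ± 81.3 to 250.7 ± 29.1 normalized counts (SD, n = 3), a log2 fold change of -0.62 (SE 0.16, limma adjusted p 0.0352). Mcrs1 (ENSMUSG00000037570, chromosome 15, 99242818 to 99251961) fell from 118 ± 16.5 to 78 ± 2.65, a log2 fold change of -0.58 (SE 0.18, limma adjusted p 0.0584). It did not pass over all genes but passed when adjusted over the 8 genes alone (0.0225), and all 3 libraries labelled Taf4asKO (75 to 80) were below all control libraries. The study turned to this complex after finding Kansl2 and Mcrs1 lower in these same libraries. Adjustment over the 8 genes alone is therefore not an independent test. Apart from these libraries, the study reported lower Kansl2 and Mcrs1 by RT-qPCR (quantitative PCR of reverse-transcribed RNA) and western blot. It also reported binding of TAF4A and NF-YA at the Kansl2 promoter. These experiments were not examined here. Ogt (ENSMUSG00000034160) rose from 1942 ± 252 to 3057 ± 99.1, a log2 fold change of 0.66 (SE 0.11, limma adjusted p 0.00451). Kat8, Wdr5, Phf20, Kansl1 and Kansl3 had log2 fold changes between -0.14 and 0.18, none past the threshold. In all, 2 of 8 genes passed over all genes, 3 over the list alone, and 3 with the replicate number as a block, where the adjusted p was 0.00622 for Kansl2, 0.0456 for Mcrs1 and 0.00125 for Ogt. Kansl2 hosts Snora34, Mir1291 and Snora2b on the same strand, and Mcrs1 and Kat8 overlap 1700120C14Rik and Prss8 on the opposite strand, so reads of these overlaps could not be attributed.

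**Figure D2:**
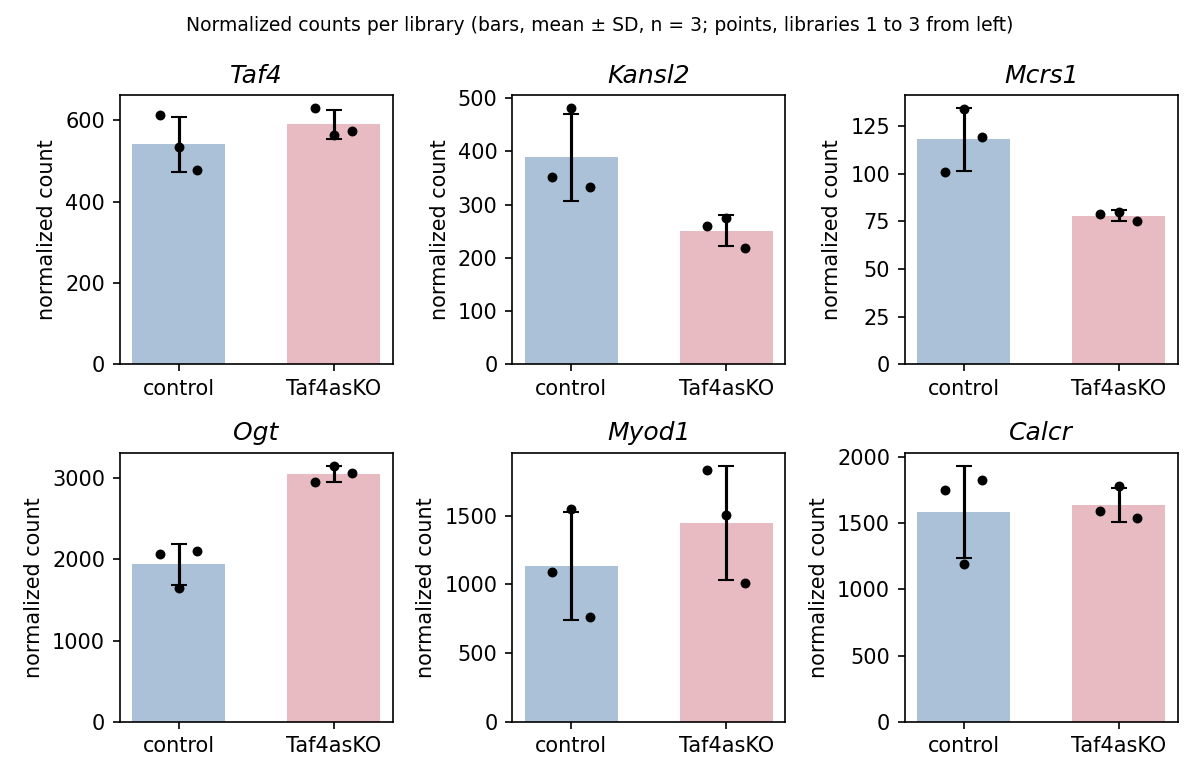
Normalized counts per library for 6 genes in control and in the libraries labelled Taf4asKO; bars are means, error bars SD (n = 3) and points single libraries. The groups do not overlap for Kansl2, Mcrs1 and Ogt, and overlap for Taf4, Myod1 and Calcr.

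Genes that the study placed in its heat maps were chosen from its own calls on these libraries, so their passing shows no stability. Of 21 listed epigenetic modifiers, 19 passed over all genes and 21 over the list alone, all lower. Of 63 listed quiescence genes, 60 passed and 63 over the list alone, all lower, with log2 fold changes from -3.33 to -0.40. Of 22 listed genes of the PI3K-Akt pathway, 19 passed and 22 over the list alone, all higher, from 0.79 to 2.20. With the replicate number as a block, 21, 63 and 22 genes passed. Among the modifiers, Suv39h2 (log2 fold change -0.93, limma adjusted p 0.0245), Smyd5 (-0.92, 0.0106), Mbd3 (-0.48, 0.0188) and Prmt1 (-0.54, 0.0213) were lower. Suv39h2 overlaps Dclre1c on the opposite strand.

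Other genes of a list fixed in advance were examined in the same fit. The activation marker Myod1 had 1132 ± 392 and 1448 ± 415 normalized counts (SD, n = 3), a difference within the spread between replicates (log2 fold change 0.37, SE 0.26, limma adjusted p 0.378). Its log2 fold change ranged from 0.12 to 0.62 when one library was left out. Calcr, a marker of quiescent MuSCs, had 1588 ± 347 and 1637 ± 127 (0.07, SE 0.16, adjusted p 0.82), and Pax7 had 12440 ± 494 and 10730 ± 404 (-0.21, SE 0.09, adjusted p 0.161). Cdkn1a rose from 769 ± 253 to 2276 ± 914 (1.54, SE 0.27, adjusted p 0.00553) and Bcl2l11, also among the listed PI3K-Akt genes, from 276.3 ± 13.9 to 492.7 ± 59.1 (0.83, SE 0.13, adjusted p 0.00291). Bcl2l1 did not pass (0.39, adjusted p 0.102). The lamin genes Lmnb1 (-1.08, adjusted p 0.00453) and Lmnb2 (-1.57, adjusted p 0.00688) fell, and Lmna did not pass (-0.42, adjusted p 0.221). Nfya, Nfyb, Nfyc, Sp1, Trp53 and Kmt5b did not pass, and Nfya had an adjusted p of 0.0495 with a log2 fold change of 0.34, below the fold limit. With the replicate number as a block, Bcl2l1 (adjusted p 0.0482) and Lmna (0.00801) also passed, and Myod1 did not (0.0738). Lmna ranged from -0.66 to -0.23 when one library was left out, and was as weak as -0.12 in another alternative. Myod1 passed only with the block and an adjustment for GC content and exon length together (0.54, adjusted p 0.0108), with adjusted p over all alternatives from 0.0108 to 1. Cdkn1a, Kmt5b and Nfyc overlap a gene on the opposite strand.

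Among genes with a mean of at least 50 and no overlap between groups, the 5 largest falls were Rgs8 (log2 fold change -4.06), Spock1 (-3.83), Krt76 (-3.42), Scn11a (-3.40) and Nctc1 (-3.38). Rgs8 fell from 111, 191 and 98 normalized counts in control to 5, 10 and 6 (SE 0.35, limma adjusted p 0.000155). The 5 largest rises were Dcx (4.28), Ccl7 (3.73), Ccl2 (3.52), Mt1 (2.503) and Mt2 (2.44). Mt1 rose from 1078 ± 427 to 5844 ± 793 normalized counts (SD, n = 3). Dcx rose from 9, 20 and 7 to 216, 234 and 238 (SE 0.34, limma adjusted p 0.000102). All 10 genes also passed with the replicate number as a block. Rgs8, Krt76, Ccl2 and Mt2 overlap a gene on the opposite strand, so reads of these overlaps could not be attributed.

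Gene sets were tested for a shift of their members as a group. The 82 genes with a ribosomal protein symbol, which include like-named paralogs such as Rpl7l1, had a median log2 fold change of -0.77 (camera adjusted p 1.95e-43), with 79 lower and 70 past the threshold, all of them lower. The 35 DNA replication genes had a median of -0.21 (0.00621), with 24 lower, and the 25 p53 target genes had a median of 0.73 (2.78e-07), with 22 higher. A list of 25 quiescence genes not taken from the study had a median of 0.16 (0.0538) and did not pass. Of these, 2 were lower and 9 higher past the threshold, and 4 were lower and 9 higher with the replicate number as a block. With the replicate number as a block the medians did not change and the adjusted p were 5.83e-42, 0.00551, 7.89e-08 and 0.116 in the same order. The alternative that moved the first 3 sets most was camera with the correlation estimated from the residuals, under which none of them passed (adjusted p 0.131, 0.313 and 0.131). The independent quiescence list moved most with fry, under which it passed (adjusted p 0.00367, with a range of 0.00367 to 0.19 over its alternatives). Reads of ribosomal protein genes that also match their processed pseudogenes were removed by the authors, so these values rest on uniquely mapped reads.

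**Figure D3:**
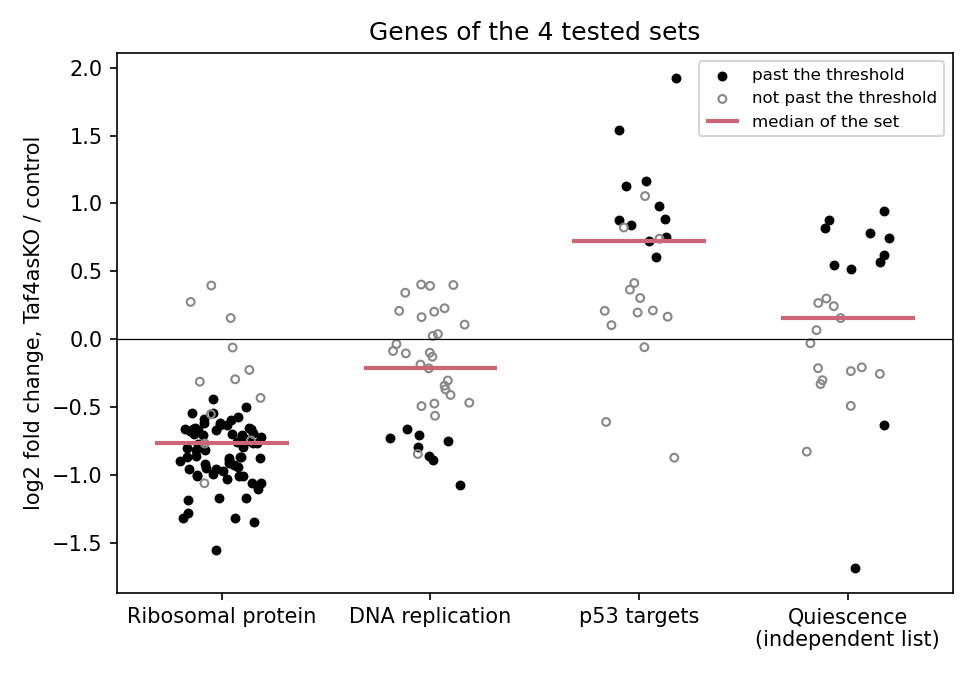
Log2 fold changes (libraries labelled Taf4asKO over control) of each gene in the 4 sets; filled points passed the threshold, open points did not, and horizontal lines are medians (-0.77, -0.21, 0.73 and 0.16). Of 82 ribosomal protein genes 79 lie below 0, and of 25 p53 target genes 22 lie above it.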

Values the study reported

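The study reported 1364 genes with lower and 1173 genes with higher expression in Taf4asKO MuSCs than in controls, 2537 differentially expressed genes in total.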

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

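The results were recomputed under alternatives chosen before the data were examined and under trimmed-mean scaling, robust shrinkage, limma treat, GC and length adjustment with and without the block, and the fibro-adipogenic covariate, which were chosen after the data were seen. The DESeq2 and edgeR tests and filters and glmTreat were not run, and estimated reads were used only for limma-voom and thinning. The deposited scaling already is that of DESeq2 size factors.

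Counts of genes passing the threshold (2347, 1246 lower, 1101 higher) moved by more than 1.5 times with the limits. At a fold limit of 2 they were 850, 520 lower and 330 higher. With an adjusted p under 0.01 they were 876, 545 lower and 331 higher, and with limma treat 435, 304 lower and 131 higher. With the replicate number as a block 3355 genes passed (1667 lower), and the 1688 higher genes were past 1.5 times the count without it, as were 1721 with the block and GC and length adjustment. Across the 6 fits that each left out one library, 960 to 3121 genes passed, 595 to 1505 lower and 341 to 1616 higher. Leaving out a library labelled Taf4asKO gave the lowest counts, and leaving out control replicate 2 the highest. The cause was not tested. Every scaling alternative, both filters, the pseudocount, thinning and limma-voom on recovered reads gave between 2226 and 2375 genes. Thinning gave 2304, so depth above the smallest library did not set the count.

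Of the 8 NSL genes, 2 passed. The number was 0 at a fold limit of 2 and with limma treat, 1 with an adjusted p under 0.01 and with the fibro-adipogenic covariate, and 1 to 2 when one library was left out. At an unadjusted p under 0.05, 3 of them passed. Kansl2 no longer passed at a fold limit of 2, with an adjusted p under 0.01 or with limma treat (-0.62 in each), or with the covariate (-0.63). It ranged from -0.72 to -0.45 over the 6 fits that left out one library, and was weakest without control replicate 2. Kansl2 lost its call whenever a library labelled Taf4asKO was left out. Its adjusted p over all alternatives ran from 0.00579 to 0.623. Mcrs1 passed under upper-quartile scaling (-0.60), total-count scaling (-0.58) and the replicate block (-0.58), with adjusted p over all alternatives from 0.0391 to 0.778. Taf4 did not pass in any of the 24 fits, from 0.04 to 0.25.

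Listed epigenetic modifiers past the threshold fell from 19 to 1 at a fold limit of 2, 2 with an adjusted p under 0.01, 0 with limma treat and 8 with the covariate, and ranged from 2 to 17 when one library was left out. At an unadjusted p under 0.05 all 21 passed. With GC and length adjustment 13 modifiers passed, and 17 with the replicate block as well. Listed quiescence genes fell from 60 to 34 at a fold limit of 2 and 32 with limma treat. Listed PI3K-Akt genes fell from 19 to 11 at a fold limit of 2, 8 with an adjusted p under 0.01 and 3 with limma treat, and ranged from 8 to 19 when one library was left out. The cause was not tested.

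Under camera with an estimated correlation the ribosomal protein (-0.77), DNA replication (-0.21) and p53 target (0.73) sets no longer passed. Each of these medians kept its sign in all alternatives run. The DNA replication set ranged from -0.34 to -0.19 over the fits that left out one library and did not pass without control replicate 2. The independent quiescence set, which did not pass (0.16), passed with limma-voom (0.15), without a filter (0.16), with fry (0.16), and with GC and length adjustment (0.078). It also passed without control replicate 3 (0.21, adjusted p 0.0431) and without Taf4asKO replicate 1 (0.16, 0.0331), and ranged from 0.11 to 0.21 when one library was left out, with adjusted p over all alternatives from 0.00367 to 0.19. In each of these fits the median was above 0, the opposite side from the listed quiescence genes.

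Among 35 other named genes, 44 of 835 values changed: 28 weaker, 6 stronger and 10 reversed. Of the named modifiers, Mbd3 lost its call in 8 of 24 fits, Suv39h2 in 6, Prmt1 in 5 and Smyd5 in 4. Mbd3 was as weak as -0.29, short of the fold limit. The reversed values were all near 0. Kansl1 (0.02) was -0.0038 under upper-quartile scaling and -0.0016 after thinning, and ranged from -0.020 to 0.088 when one library was left out. Nfyb (-0.04) was 0.058 with the covariate and ranged from -0.14 to 0.029 when one library was left out. In the same fits Wdr5 (-0.11) ranged from -0.19 to 0.0069 and Calcr (0.07) from -0.13 to 0.18.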

Other observations

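Of the tests below, those on Taf4, Xist, heat shock genes, the independent quiescence list and TFIID genes were chosen only after the result was seen, as was the removal of 3 ribosome-associated genes from the list of oligopyrimidine-tract mRNAs. The other tests were chosen before their results were seen. Polr2a, Xist, the TFIID genes other than Taf4 and the stress, cell cycle and marker genes were named after their values were seen. All patterns are hypotheses, since they were found and tested on the same libraries.

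Splits of the 6 libraries into 3 and 3 were compared for each result. Of the 10 splits, 4 part all 3 same-numbered pairs as the real one does, and the other 6 part only 1 pair. The real split was the 1 of 4 with the most genes changed, and also the 1 of 4 for genes lower, genes higher, the 4 gene-list counts and the ribosomal protein, p53 target and independent quiescence medians. For the DNA replication median, 2 of 4 splits gave a value as large. With 4 splits the share cannot fall below 0.25, and with 10 not below 0.1, so these counts cannot exclude an arbitrary grouping. The other splits gave 0 genes past the threshold, and 137 to 1189 genes at an unadjusted p under 0.05, against 5344 for the real split.

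Taf4 was not lower in the libraries labelled Taf4asKO. If only the reads of exons 11 and 12 were lost, the log2 fold change would be -0.0865, which lies inside its 95% interval of -0.14 to 0.40. This interval is that of the main fit. Taf4 was 0.24 with GC and length adjustment and 0.25 with the fibro-adipogenic covariate, both further from -0.0865. In the main fit the gene total does not exclude a deletion of these exons from an otherwise stable transcript. From the gene total alone, such a deletion cannot be told apart from an intact gene or from an exchange of the labels of both whole groups. The study reported an almost complete loss of Taf4a transcripts by RT-qPCR and of the protein by western blot. The gene total showed no such loss of the whole transcript. The study's RT-qPCR also gave lower Kansl2, Mcrs1, Suv39h2 and Smyd5 in Taf4asKO cells, the same direction as in these libraries as labelled. Values per exon were not analysed here.

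The fall of ribosomal protein genes may have a technical origin in transcript length, GC content or expression level. Of 10000 lists matched on these properties, 0 had a median as low as -0.77, and the matched lists had a central 95% range of -0.0128 to 0.225. With the fibro-adipogenic covariate the median was -0.778. Under every scaling alternative between 70 and 72 of the genes were lower past the threshold and 0 were higher. After adjustment for GC content and exon length the median was -0.71, with 61 genes lower past the threshold and 0 higher. With the replicate block as well, 68 were lower and 1 was higher. A wider fall of mRNAs with a 5-prime terminal oligopyrimidine tract, a sequence shared by many mRNAs of the translation machinery, was tested on 19 such genes that are not part of the ribosome. Their median was -0.54, and 0 of 10000 matched lists were as low. A fall of this mRNA class as a whole therefore remains a candidate explanation. Reads lost to processed pseudogenes were not tested, so the pattern cannot be told apart from a difference in such reads, and camera with an estimated correlation gave an adjusted p of 0.131.

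Polr2a, which encodes the largest subunit of RNA polymerase II, rose from 2256, 2917 and 2617 normalized counts to 15658, 12679 and 12945 (log2 fold change 2.41, limma adjusted p 1.88e-05), higher in all 3 libraries labelled Taf4asKO. A rise of RNA polymerase II subunit genes in common was tested on the 12 other subunit genes, whose median was 0.05. Of 10000 matched lists, 4256 had a median as high, so the rise was not shared by these genes as a set. Of the 12 genes, 0 passed the threshold, and 1 passed higher with the replicate number as a block. Reads running on from neighbouring genes were tested on the 4 nearest tested genes, of which 1 was higher past the threshold. That gene, Gm12307, reached at most 18 normalized counts, too few to supply the difference at Polr2a, and lies downstream of it on the same strand. Slc35g3 and Zbtb4, on the upstream side, were not higher (-0.81, adjusted p 0.316, and -0.20, adjusted p 0.222).

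The median log2 fold change of 15 TFIID subunit genes other than Taf4 was 0.33 (0.31 to 0.34 over 5 scalings), and 5 of them (Taf5, Taf6, Taf9b, Taf12 and Taf13) were higher past the threshold and 0 were lower. In the fit with the replicate block the same 5 were higher and Taf7 was lower (-0.43, adjusted p 0.0362, against 0.0995 without it). At an unadjusted p under 0.05, 9 of the 16 genes with Taf4 included differed, Taf7 among them. Of 10000 lists matched on expression level, exon length and GC content, 26 had a median as high. These properties are therefore an unlikely source of the shift. Taf5, Taf6 and Taf7 overlap genes on the opposite strand, and the use of strand in counting is not stated, so for these genes the change cannot be told apart from reads of the overlapping genes.

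The listed quiescence genes were lower while the list not taken from the study was not. The median of that list lay at percentile 97 of 10000 matched lists, so genes that were not chosen from these data did not fall as a set. Single genes of that list were lower past the threshold, 2 without and 4 with the replicate number as a block. It also holds Fos (0.82), named below with genes that respond to cell isolation, so its median may not reflect quiescence alone. The difference may reflect the choice of the list. It may also reflect what each list holds, which was not tested.

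Immediate early and other dissociation genes, which respond to cell isolation, were higher: 12 of 24 passed higher and 2 lower (Hspa1a and Hspa1b), and the median was above 0 under all 5 scalings. The 19 genes other than heat shock genes had a median of 0.69, and 0 of 10000 matched lists were as high. Fos rose from 47300 ± 2080 to 83800 ± 9930 normalized counts (SD, n = 3). A stronger stress response to isolation may raise heat shock genes as well, but the median of the 5 such genes among the 24 was -0.245, inside the central 95% range of matched lists (-0.475 to 0.54). Hspa1a fell by 1.52 on the log2 scale. It shares much of its sequence with Hspa1b and overlaps a gene on the opposite strand. The isolation of the cells was not tested directly, so it cannot be told apart from genotype.

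Xist rose from 7, 5 and 8 to 22, 27 and 38 normalized counts. Female cells in the Taf4asKO libraries may explain this, and Y-linked genes would then be lower, but their median log2 fold change was 0.30. The amount of Xist was small, so a small share of female cells cannot be excluded. Xist overlaps Tsix on the opposite strand, so reads of Tsix cannot be excluded either.

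The summed normalized counts of 10 fibro-adipogenic markers were 26081, 46041 and 68695 in control and 54839, 84949 and 83414 in the libraries labelled Taf4asKO, rising with the replicate number in control. The summed counts of 6 Schwann cell markers were 2769, 5022 and 4232 in control and 6190, 7230 and 6889 in the libraries labelled Taf4asKO, with 5 of 6 past the threshold and higher. The share of fibro-adipogenic cells was tested as a covariate, under which 1661 genes passed, within 1.5 times the 2347 without it. The covariate also takes up a residual degree of freedom. After adjustment of each library for GC content and exon length 2140 genes passed. A difference in fibro-adipogenic RNA may therefore contribute to the count, and the Schwann markers were not tested as a covariate. The study states that its sorted cells were not fully pure. It sorted cells by integrin alpha 7 or by a Pax7 reporter, without saying which was used for these libraries. With the replicate number as a block, 7 of 10 fibro-adipogenic markers passed higher and Dpt lower (-1.69), against 1 higher (Gsn) and Dpt lower without it. The block also gave 5 of 7 mural markers higher (2 without it) and 3 of 8 endothelial markers (0 without it, 5 at an unadjusted p under 0.05). Cell cycle genes were lower, with a median of -1.32 over 20 genes (-1.34 to -1.32 over 5 scalings) and 10 past the threshold. Mki67, which overlaps a gene on the opposite strand, fell by 2.15 on the log2 scale, and the summed counts of these genes were 6900, 10114 and 6009 in control against 5084, 5280 and 4044.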
